# *Caenorhabditis elegans* sperm carry a histone-based epigenetic memory of both spermatogenesis and oogenesis

**DOI:** 10.1038/s41467-018-06236-8

**Published:** 2018-10-17

**Authors:** Tomoko M. Tabuchi, Andreas Rechtsteiner, Tess E. Jeffers, Thea A. Egelhofer, Coleen T. Murphy, Susan Strome

## Abstract

Paternal contributions to epigenetic inheritance are not well understood. Paternal contributions via marked nucleosomes are particularly understudied, in part because sperm in some organisms replace the majority of nucleosome packaging with protamine packaging. Here we report that in *Caenorhabditis elegans* sperm, the genome is packaged in nucleosomes and carries a histone-based epigenetic memory of genes expressed during spermatogenesis, which unexpectedly include genes well known for their expression during oogenesis. In sperm, genes with spermatogenesis-restricted expression are uniquely marked with both active and repressive marks, which may reflect a sperm-specific chromatin signature. We further demonstrate that epigenetic information provided by sperm is important and in fact sufficient to guide proper germ cell development in offspring. This study establishes one mode of paternal epigenetic inheritance and offers a potential mechanism for how the life experiences of fathers may impact the development and health of their descendants.

## Abstract (web summary)

Paternal contributions to epigenetic inheritance via nucleosomes are poorly understood, as sperm in many organisms replace the majority of nucleosomes with protamines. Here the authors provide evidence that *Caenorhabditis elegans* sperm retain histone packaging of the genome and provide a histone-based epigenetic memory that is important for germ cell development in offspring.

## Introduction

Epidemiological studies in humans and experiments in mammalian models have revealed that conditions experienced by fathers can affect future generations^1,2^. However, the mechanisms by which fathers transmit information beyond the DNA code, in other words epigenetic information, to future generations are not well understood. Paternal contributions via chromatin marking are especially mysterious. This is partly because sperm DNA in some organisms is repackaged with protamines and with reduced levels of histones, complicating analysis of the sperm epigenome and challenging the notion that marked histones in sperm may provide epigenetic memory. Advances in genomics have enabled researchers to decipher the epigenetic landscape of sperm from humans, mice, and zebrafish^3–7^. Those studies demonstrated that the sperm genome retains histones, although the extent varies from 1–10% in mammals to 100% in zebrafish. Retained histones are modified with active and/or repressive histone modifications, unveiling the potential for sperm to transmit epigenetic information to offspring.

The presence of modified histones in sperm raises important questions. Can sperm transmit epigenetic information to offspring in the form of histone modifications? What is the fate of sperm-inherited marking in early embryos? Does sperm-inherited marking impact offspring development? *C. elegans* offers an exceptional system in which to address these questions. *C. elegans* lacks DNA methylation on cytosines^8^, one established mediator of epigenetic control, and thus may rely more heavily on histone modifications to transmit epigenetic information. Indeed, *C. elegans* sperm retain at least some histone packaging of the genome^9–11^, deliver chromosomes marked with histone modifications to embryos^9–11^, and can transmit a chromatin-based memory of temperature, diet, and stress to offspring^12–14^. Here we analyzed the epigenome of *C. elegans* sperm and tested whether epigenetic information in the form of marked nucleosomes influences germline development in offspring.

Here we document that *C. elegans* sperm retain modified histones genomewide, similar to zebrafish sperm, and that sperm carry a histone-based epigenetic memory of genes with spermatogenesis-restricted expression and unexpectedly also genes with oogenesis-enriched expression. In sperm, spermatogenesis-restricted genes are marked with an unusual combination of active and repressive histone modifications, which may be a sperm-specific signature and which resolves to retention of only repressive marks in early embryos. We find that genes previously shown to have enriched expression during oogenesis are also transcribed during spermatogenesis and thus bear active marks as a result of their transcription. We demonstrate that sperm marking is important for normal germ cell development in offspring whose germ cells inherit both sperm and oocyte chromosomes, and sufficient for normal germ cell development in offspring whose germ cells inherit only sperm chromosomes. Our studies establish modified histones retained in mature sperm as one mechanism by which fathers may transmit heritable traits, and highlight a role for sperm epigenetics in the development and fertility of descendants.

## Results

### *C. elegans* sperm retain nucleosomes genome-wide

To determine how the genome is packaged in *C. elegans* sperm, we isolated adult males and collected mature sperm (~ 99% purity, Supplementary Fig. 1a). We utilized micrococcal nuclease digestion followed by paired-end sequencing (MNase-seq) to evaluate the presence of nucleosomes across the genome in sperm. We found that sperm retain nucleosomes across all six chromosomes, comparable in presence and gross distribution to early embryos but with half the MNase-seq reads from the X chromosome in sperm compared to early embryos, as expected based on their different X:A ratios (Supplementary Fig. 2a-b). Genome-wide retention of nucleosomes in *C. elegans* sperm resembles zebrafish sperm and differs from mammalian sperm, which replace 90–99% of their histone packaging with protamine packaging^3–7^.

To analyze the distribution of histone modifications across the genome in *C. elegans* sperm, we solubilized formaldehyde-fixed mononucleosomes from sperm and performed chromatin immunoprecipitation followed by sequencing (ChIP-seq). We focused on a modification associated with gene repression (trimethylation of histone H3 on Lys27, H3K27me3) and two modifications associated with gene expression (H3K36me3 and H3K4me3), because these modifications have been implicated in transgenerational epigenetic inheritance in *C. elegans*^9,11,14–18^. We found that *C. elegans* sperm retain modified histones across all six chromosomes with alternating H3K36me3- and H3K27me3-marked chromatin domains across the five autosomes (Fig. 1, Supplementary Fig. 2c). This domain organization is similar to that observed in early embryos^15,19^: H3K36me3 domains span the coding regions of single genes or sets of adjacent genes, and H3K27me3 domains overlie silent genes and intergenic regions. The level of H3K4me3 was lower in sperm compared with early embryos. We conclude that in *C. elegans* sperm the genome is packaged with nucleosomes bearing histone modifications.

**Fig. 1:**
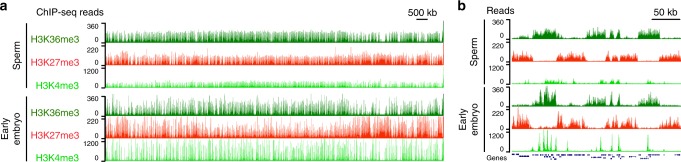
*C. elegans* sperm retain modified histones across the genome, and H3K36me3 and H3K27me3 generally occupy mutually exclusive domains. **a** Genome-browser view of H3K36me3 (green), H3K27me3 (red), and H3K4me3 (lime) ChIP-seq from sperm and early embryos across chromosome I. The y-axis shows normalized ChIP-seq read counts. **b** Zoomed-in genome-browser view, showing the generally mutually exclusive occupancy of H3K36me3 and H3K27me3 in sperm and early embryos over ~ 40 genes. The entire genome is shown in Supplementary Fig. 2c. Figs 1–3 and Supplementary Fig. 5 show 1 replicate. Another biological replicate, shown in Supplementary Fig. 4, demonstrates the consistency of the data

To gain a comprehensive view of the epigenome transmitted to embryos by both gametes, we profiled oocyte chromatin using ChIP-seq analysis. As wild-type oocytes cannot be obtained in sufficient quantities for ChIP-seq, we profiled chromatin from ovulated but unfertilized oocytes collected from feminized worms. These oocytes were estimated to be 90–95% pure with slight contamination from gonads and immature oocytes (Supplementary Fig. 1b, Methods). Ovulated but unfertilized oocytes from feminized worms were previously shown to display changes in RNA accumulation compared to wild-type oocytes^20^. We observed similar changes with our oocyte preparations from feminized worms and determined those changes to be mainly downregulation of germline genes and upregulation of somatic genes, typical of an embryogenesis program. Nevertheless, the chromatin in those oocytes still displays histone marking consistent with oocytes: 84% of genes expressed during oogenesis (called “oogenesis genes”, ref. ^21^ and Methods) bear the active mark H3K36me3, and 86% bear the active mark H3K4me3 (Supplementary Fig. 3d, e); 81% of soma-specific genes (Methods) and 83% of strict embryo genes^22^ bear the repressive mark H3K27me3 (Supplementary Fig. 3d, e). We conclude that ChIP-seq data from our oocyte preparations largely reflect oocyte chromatin states.

### Sperm display multivalent marking on spermatogenesis genes

Comparison of ChIP-seq data revealed that sperm, oocytes, and early embryos display very similar chromatin domains marked with either H3K36me3 or H3K27me3 (Fig. 1b, Fig. 2a–c, the second ChIP-seq replicate is shown in Supplementary Fig. 4). To ask whether genes are marked with H3K36me3, H3K27me3, both, or neither, we calculated the mean normalized ChIP signal for each protein-coding gene over the gene body and displayed the values in scatter plots. In all three cell types, sperm, oocytes, and early embryos, the majority of genes appear in the top-left and the bottom-right quadrants, as expected, showing that 86% of all genes are marked with either H3K27me3 or H3K36me3 (Supplementary Fig. 5, gray). To correlate marking of genes with their transcription status in adult germlines, we profiled by RNA sequencing (RNA-seq) the transcriptome of spermatogenic and oogenic germlines. We found that genes expressed in both spermatogenic and oogenic germlines (called “sex-independent genes”, Methods) are generally marked with the active modification H3K36me3 and lack the repressive modification H3K27me3 (Fig. 2a–c). Genes that are not transcribed in either spermatogenic or oogenic germlines (called “silent genes”, ref. ^23^ and Methods) are marked with the repressive modification H3K27me3 only (Fig. 2a, b). In short, genes expressed in both spermatogenic and oogenic germlines are marked with H3K36me3, and genes silent in both are marked with H3K27me3, following an “either H3K36me3 or H3K27me3” rule, consistent with the known antagonism between H3K36me3 and H3K27me3^24,25^.

**Fig. 2:**
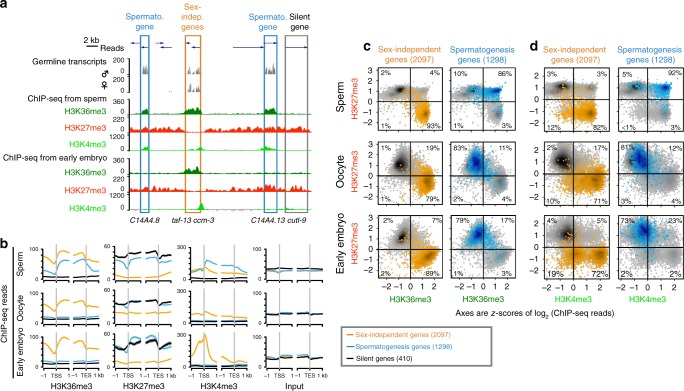
Spermatogenesis genes are marked with both active and repressive histone modifications in sperm. **a** Genome-browser views of RNA-seq data from spermatogenic and oogenic germlines, and ChIP-seq data (H3K36me3, H3K27me3, and H3K4me3) from sperm and early embryos. Blue: genes transcribed exclusively in spermatogenic germlines (“spermatogenesis genes”, Methods). Gold: genes transcribed in both spermatogenic and oogenic germlines (“sex-independent genes”, Methods). Open-box: gene not transcribed in spermatogenic or oogenic germlines. The y-axis shows normalized ChIP-seq read counts. **b** Normalized ChIP signals around (1 kb up- and downstream) the transcript start site (TSS) and transcript end site (TES) over sex-independent, spermatogenesis, and silent genes in sperm, oocytes, and early embryos. **c**, **d** Scatter plots of mean normalized gene-body H3K36me3 (**c**) or promoter H3K4me3 (**d**) vs. gene-body H3K27me3 ChIP signals for all coding genes (gray), highlighting sex-independent genes (gold) and spermatogenesis genes (blue) and noting the % of genes in each quadrant. Classes of genes are shown in separate panels in Supplementary Fig. 5

A surprising exception to the “either H3K36me3 or H3K27me3” rule is spermatogenesis genes in sperm. These are genes expressed exclusively in spermatogenic germlines and not in oogenic germlines (“spermatogenesis-specific genes” or “spermatogenesis genes” for short, Supplementary Fig. 3a, Methods). Strikingly, these genes (as well as previously defined sperm-enriched genes^21,26^) display *both* H3K36me3 and H3K27me3 over their gene body in sperm (Fig. 2a–c). Also surprising is the presence of another active histone modification, H3K4me3, over the body of spermatogenesis genes in sperm (Fig. 2a, b, d); that mark typically appears as a sharp peak at the promoter of expressed genes. Taken together, our data suggest that in sperm spermatogenesis genes are marked with both active (H3K36me3 and H3K4me3) and repressive (H3K27me3) marks, which we refer to as “multivalent” marking. In oocytes, spermatogenesis genes bear only H3K27me3 as expected, as they are not expressed during oogenesis (Fig. 2b–d). In early embryos, spermatogenesis genes also bear only H3K27me3 (Fig. 2), suggesting that the two active modifications transmitted from sperm are lost or erased in early embryos. We conclude that sperm carry a history of spermatogenesis gene expression using an unusual combination of histone modifications.

### Sperm display active histone marks on oogenesis genes

Another class of genes with unexpected marking in sperm is genes with oogenesis-enriched expression (“oogenesis-enriched genes” or “oogenesis genes” for short^21,26^; Methods). Some gene products from this class are directly involved in oogenesis (e.g., the yolk receptor RME-2), whereas others are maternally synthesized and oocyte-supplied gene products involved in early embryo development (e.g., EGG-4, PIE-1, PAR-6, and NOS-2). We expected these genes to be transcriptionally repressed in male germlines and to bear H3K27me3 in sperm. Unexpectedly, we found that in sperm 78% of oogenesis genes are instead marked with H3K36me3 and 75% with H3K4me3, and are devoid of H3K27me3, typical of expressed genes (Fig. 3a–c, Supplementary Fig. 3c–e). We consider two possible mechanisms by which such oogenesis genes exhibit active epigenetic states in sperm. Marking of oogenesis genes is: (1) maternally inherited and maintained in males or (2) generated de novo in male germlines in a transcription-dependent manner. To test the latter, we analyzed our germline RNA-seq data and found that 73% of oogenesis genes (82% of those bearing the active mark H3K36me3 in sperm) are indeed transcribed in spermatogenic germlines (i.e., have Reads Per Kilobase of transcript per Million mapped reads (RPKM) values > 15 in Fig. 3d, Methods). As an independent method to test this and to visualize spatiotemporal patterns of expression, we employed single-molecule fluorescence in situ hybridization (smFISH)^27^, using probes against well-known oogenesis messenger RNAs (*pie-1*, *par-6*, *nos-2*, *mex-3*, and *cpg-2*). smFISH indeed detected transcripts from these genes in spermatogenic germlines, especially during pachytene (Fig. 3e, Supplementary Fig. 6). As expected, oogenesis genes display active histone modifications in oocyte ChIP-seq and show smFISH signal in oogenic germlines (Fig. 3, Supplementary Fig. 3d,e, Supplementary Fig. 6). Our observation that many oogenesis genes are transcribed in male germlines is consistent with other published findings: (1) during spermatogenesis in hermaphrodites, the RNA-binding proteins FOG-1 and FOG-3, which promote sperm cell fate, predominantly associate with oogenic transcripts^28^, and (2) males contain many small RNAs that guide the activity of the Argonaute protein CSR-1 and that are antisense to oogenic transcripts^29^. Indeed, we were not able to identify a high-confidence set of “oogenesis-specific genes” (i.e., expressed in oogenic germlines and not in spermatogenic germlines) using the same criteria we used to identify “spermatogenesis-specific genes” (Supplementary Fig. 3c, Methods). Thus, most oogenesis genes are transcribed in male germlines, perhaps to maintain those genes in an open chromatin state in sperm. We conclude that sperm carry a histone-based epigenetic memory of spermatogenesis gene expression, which includes (1) spermatogenesis genes bearing multivalent marking and (2) genes well known for their expression during oogenesis bearing active marking.

**Fig. 3:**
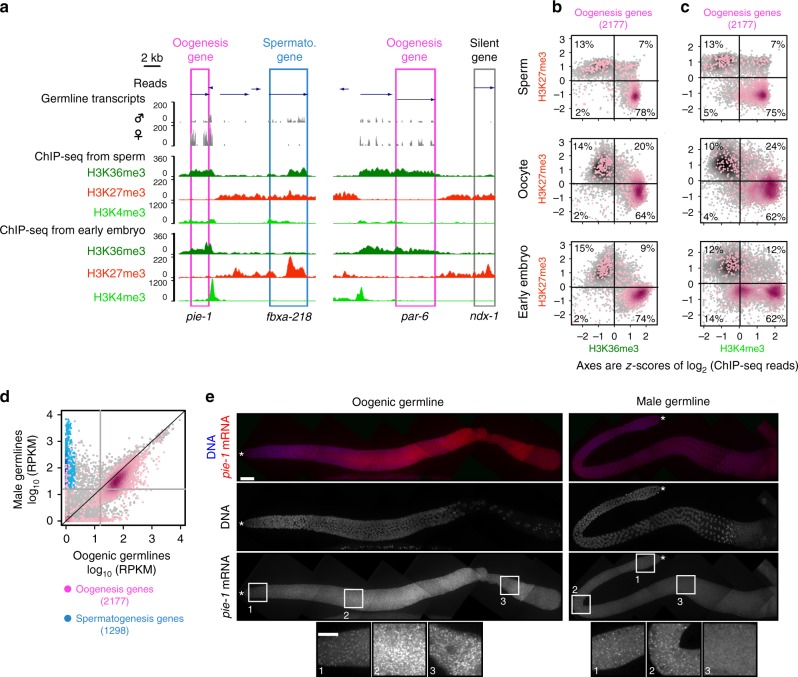
“Oogenesis genes” are marked with active modifications in sperm and are transcribed in male germlines. **a**–**c** Genome-browser views and scatter plots as described for Fig. 2, highlighting genes defined as “oogenesis genes” (Methods) in pink. Classes of genes are shown in separate panels in Supplementary Fig. 5. **d** Comparison of spermatogenic vs. oogenic germline transcriptomes, highlighting spermatogenesis genes (blue) and oogenesis genes (pink). Axes show log-transformed RPKMs after adding a pseudo-count of 1. The gray lines show the cutoff for expressed genes (RPKM of 15, Methods). The number of biological replicates for spermatogenesis germlines was 6 and for oogenesis germlines was 3. **e** smFISH images of RNA from a well-known oogenesis gene *pie-1* in oogenic and male germlines. Top panels are z-stack projections with the distal tip marked with *. Bottom panels are high-magnification views of the boxed regions (projection of 3 slices). For both oogenic and male germlines, 10–20 gonads were visually examined under the microscope and at least 3 germlines were imaged. Scale bars represent 20 μm for the top panels and 10 μm for the bottom panels

### Sperm chromatin is important for the fertility of offspring

Our observation that sperm chromosomes are marked in a manner that reflects germline gene expression prompted the question whether sperm chromatin marking is important for germline development in offspring. To address this, we analyzed the fertility of worms that inherited sperm chromosomes lacking a histone modification thought to be important for epigenetic memory. The three histone modifications that have been implicated in epigenetic memory in *C. elegans* are methylated H3K4, H3K36, and H3K27^9,11,14–18^. The first two marks each rely on multiple histone methyltransferases^15,16^ and are challenging to completely deplete from sperm. Consequently, we focused on H3K27me3, which can be eliminated from sperm chromosomes by disrupting Polycomb Repressive Complex 2 (PRC2) in males^11,30^. Males homozygous for a null mutation in *mes-3*, which encodes a subunit of the worm PRC2 complex, were mated with feminized *mes-3/* *+* heterozygous worms to produce offspring that inherited sperm chromosomes lacking H3K27me3 (Fig. 4a). High percentages of  the resulting *mes-3* homozygous (92%) and heterozygous (73%) offspring developed into sterile adults in this sensitized genetic background (Fig. 4b, red, M + P- for Maternally marked chromosomes and Paternal chromosomes lacking marking, Methods). In contrast, genetically identical control offspring that received H3K27me3-marked sperm chromosomes displayed low sterility (Fig. 4b, blue, M + P + ). This suggests that paternally transmitted epigenetic information is important for germline development in offspring.

**Fig. 4:**
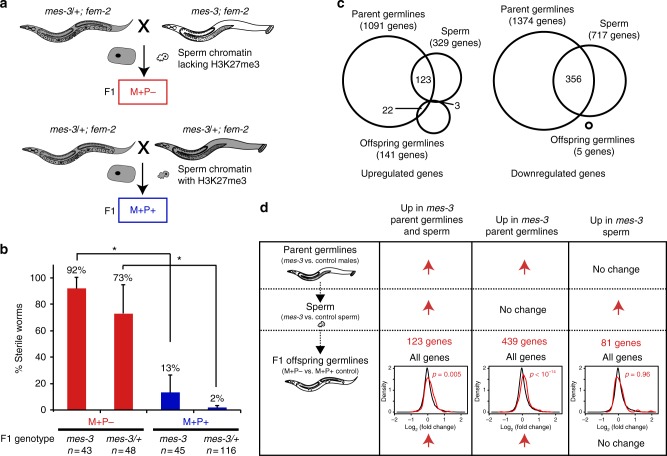
The sperm epigenome is important for germline development in offspring. **a** Genetic strategy to test if sperm chromatin marking is necessary for germ cell development in offspring that inherit both sperm and oocyte chromosomes, using male parents that either can or cannot generate H3K27me3. **b** Histogram showing % sterile hermaphrodites among the F1 offspring that received sperm chromosomes lacking H3K27me3 (red, M + P − for Maternally marked chromosomes, Paternal chromosomes lacking the mark) vs. properly marked sperm chromosomes (blue, M + P + ). Error bars show SD of 3 experiments. * Statistically significant differences between the genetically identical M + P − vs. M + P + offspring, one-tailed Student’s *t*-test, *p* ≤ 0.01. **c** RNA-seq analysis of germlines from male parents, mature sperm, and the germlines of F1 offspring. Venn diagrams show genes significantly up- or downregulated in *mes-3* male germlines (3 biological replicates) compared with control male germlines (4 biological replicates), *mes-3* sperm compared with control sperm (3 biological replicates each), and F1 M + P − germlines compared with genetically identical F1 M + P + germlines (2 biological replicates each). A hypergeometric test in R demonstrated significant overlaps between genes misregulated in parent germlines and in sperm (*p* < 10^−70^) and between genes upregulated in parent germlines and in germlines in M + P − offspring (*p* < 10^−5^). No significant overlap was observed between genes misregulated in sperm and in germlines in M + P − offspring (*p* = 0.4). **d** Density plots showing the distribution of log_2_ (fold change) of transcripts from all genes (black) and subsets of genes (red) in F1 M + P − germlines compared to control F1 M + P + germlines. 123 genes were significantly upregulated in *mes-3* male germlines (red arrow) and in their sperm (red arrow). These genes as a set (red, left) were statistically significantly upregulated in F1 M + P − germlines when compared with all genes (black) (*p* = 0.005). 439 genes were significantly upregulated in *mes-3* male germlines but not in their sperm. This gene set (red, middle) was also statistically significantly upregulated in F1 M + P − germlines when compared with all genes (black) (*p* < 10^−14^). 81 genes were significantly upregulated in *mes-3* sperm but not in parental male germlines. This gene set (red, right) was not significantly upregulated in F1 M + P − germlines when compared with all genes (black) (*p* = 0.96). Unpaired Mann–Whitney *U*-test in R was used to calculate *p*-values for density plots. DESeq2 was used to calculate false discovery rate (FDR) of differential gene expression: FDR < 0.05 significantly different, FDR ≥ 0.2 not significantly different

We next analyzed gene expression changes in the germlines of M + P − offspring that show high sterility and investigated whether they reflect sperm transmission of altered chromatin states or an altered cargo of mRNAs. The germlines of M + P − offspring displayed mainly upregulation of somatic genes and genes on the X chromosome, as previously documented in M + Z − (Maternal load of MES protein, no Zygotic synthesis) *mes* mutant germlines^24^. We compared the transcriptomes of *mes-3* male germlines (parent germlines), *mes-3* sperm, and germlines from M + P − offspring, along with their respective controls (Fig. 4c, d). We found significant overlaps between genes with altered mRNA accumulation in parent germlines and in sperm (*p* < 10^−70^, hypergeometric test in R), and between genes upregulated in parent germlines and in germlines in M + P − offspring (*p* < 10^−5^) (Fig. 4c). We did not observe a significant overlap between genes with altered mRNA accumulation in sperm and in germlines in M + P − offspring (*p* = 0.4) (Fig. 4c). These findings suggest that at least some genes upregulated in parent germlines are also upregulated in the germlines of M + P − offspring, and that an altered cargo of mRNAs in mutant sperm does not mediate this. This is further supported by density plot analyses of three sets of genes identified in these RNA-seq experiments: 123 genes upregulated in *mes-*3 parent germlines and in *mes-3* sperm, 439 genes upregulated in *mes-*3 parent germlines but not in *mes-3* sperm, and 81 genes upregulated in *mes-*3 sperm but not in *mes-3* parent germlines (Fig. 4d). The two gene sets upregulated in parent germlines (plus or minus sperm) were statistically significantly upregulated in the germlines of M + P − offspring when compared with all genes, whereas the gene set upregulated only in sperm was not significantly upregulated in the germlines of M + P − offspring. These findings suggest that *mes-3* mutant sperm convey a memory of gene upregulation to the next generation not via an altered payload of mRNAs but perhaps via altered chromatin states.

### Sperm chromatin is sufficient for the fertility of offspring

Given that sperm chromosomes are marked in a manner that reflects both spermatogenic and oogenic gene expression patterns, that epigenetic marking of sperm chromosomes is faithfully transmitted through embryo cell divisions^11^, and that sperm epigenetic marking is important in offspring, we next tested whether sperm epigenetic marking alone is sufficient for proper development of the germline in offspring. We utilized a mutant that, during the first embryonic division, delivers the sperm genome to the daughter cell that generates the germline and the oocyte genome to the other daughter cell^31^. This mutant overexpresses GPR-1, a protein involved in regulation of kinetochore pulling forces. GPR-1 overexpression results in excessive pulling forces, causing the paternal and maternal pronuclei to inappropriately move to opposite poles of the one-cell embryo instead of merging in the center of the embryo. In this mutant background, ~ 60% of offspring undergo atypical chromosome segregation, generating mosaic embryos whose germlines are derived entirely from sperm chromosomes, and ~ 40% of offspring undergo normal chromosome segregation^31^. To track the parental genomes, differentially tagged histone transgenes were used^31^: a green fluorescent protein (GFP)-tagged histone H2B encoded in the sperm genome and a TdTomato-tagged histone H2B encoded in the oocyte genome (Fig. 5a). Remarkably, we found that mosaic embryos whose germline inherited only sperm chromosomes (“red-head” worms) develop into fertile adults (as observed in ref. ^31^) with a normal brood size, similar to control worms (“yellow” worms) in which the germline inherited both sperm and oocyte chromosomes (Fig. 5b). RNA-seq analysis demonstrated that the germline transcriptome of “red-head” worms and their offspring show few ( < 80 genes) and minor changes compared with control worms (Fig. 5c). These findings demonstrate that epigenetic information provided by sperm can guide proper germ cell development. 

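Germline RNA was sequenced from 3 groups of hermaphrodites, with 2 libraries per group. Control germlines came from the GFP::H2B strain and carried chromosomes of both parents, “red-head” F1 germlines carried sperm chromosomes only, and the last group came from the F2 progeny of “red-head” worms. Each library was made from 20 to 100 distal gonad arms of day 1 adults, according to the paper. The authors aligned 50 bp single-end reads to the WS220 transcriptome and deposited the number of reads that HTSeq counted on each gene, without normalization. Counts on genes totaled 7469633 and 4980329 in the control libraries, 11310273 and 2721055 in the “red-head” libraries, and 7150847 and 3673141 in the F2 offspring libraries. A further 10.7% to 15.2% of the reads in the count tables were assigned to no gene, and 1.59% to 2.15% were ambiguous. No read was listed as aligned to several places, and how such reads were handled before counting is not stated in the paper's text, so values of near-identical gene copies, among them the histone genes, are uncertain. The counts were scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test in one fit of all 6 libraries, with Benjamini-Hochberg adjustment, over the 8117 genes that passed edgeR's filter on low counts. The shared fit was chosen because 2 libraries per group give a poor estimate of the spread. On simulated counts with the depths and dispersions of these libraries, this test recovered 43.9% of genes changed 2-fold, 74.0% of those changed 4-fold and 82.7% of those changed 8-fold. The simulated spread of each gene was edgeR's estimate, which is drawn towards that of other genes, so these shares may be too high for the real counts. In the real fit, 549 genes had a fitted change of at least 2-fold in “red-head” germlines against control, and 0 of them were called. The library names carry 4 different tags, and the paper's text does not say whether a tag marks a sequencing run or a batch of libraries. Control replicate 1 and offspring replicate 1 share a tag, as do “red-head” replicate 2 and offspring replicate 2, and no tag holds both a control and a “red-head” library. Within tags these 2 groups can be compared only through the offspring libraries, along a path with one library per group and tag and no replicate.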

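In “red-head” germlines, 0 of the 8117 tested genes had higher and 0 had lower RNA levels than in control germlines at an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the lowest adjusted p was 0.113. An unadjusted p under 0.05 was found for 621 genes, where chance gives 405.8. In germlines of the F2 offspring, 10 genes were higher and 0 were lower than in control, and all 10 were histone genes. There 105 genes had an unadjusted p under 0.05, fewer than the 405.8 that chance gives. This comparison may therefore miss changes, and its few calls are weak evidence of no change. The reason for the shortfall was not tested. The setting that moved the numbers of calls most was the absence of a filter on low counts. With it, 179 genes were higher and 176 lower in “red-head” germlines. In that fit edgeR took the spread of each gene from the trend over all genes, with infinite prior degrees of freedom. Without offspring replicate 1, 20 genes were higher and 5 lower in “red-head” germlines, and without offspring replicate 2 the numbers were 21 and 7. The fitted change was less than 2-fold for 93.2% of the tested genes in “red-head” germlines and for 95.4% in offspring germlines, and the median absolute log2 fold change was 0.17 and 0.14. Single libraries were also compared pair by pair. The median absolute log2 difference between one “red-head” and one control library ranged from 0.20 to 0.27, compared with 0.17 between the 2 control libraries and 0.29 between the 2 “red-head” libraries, so the difference between the groups was no larger than the spread between “red-head” replicates. Both libraries of “red-head” germlines lay outside the range of both control libraries for 38.0% of the genes, where chance gives 33.3%. For offspring germlines the share was 33.0%. From the fertility and brood size of “red-head” worms together with the small number and size of these changes, the paper concludes that epigenetic information carried by sperm can guide germ cell development.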

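The paper names 22 genes as oogenesis genes, parts of its transgenes or germline regulators, of which 21 were matched to the count tables and 20 were tested. None of the 20 was called in either comparison with control (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes), and the number of calls adjusted over the list alone was also 0. An unadjusted p under 0.05 was found for 1 of them in “red-head” germlines and for 0 in offspring germlines. For the 7 oogenesis genes, log2 fold changes against control ranged from -0.21 to 0.32 in “red-head” germlines and from -0.17 to 0.20 in offspring germlines. The largest of these, for cpg-2, came from 2352 ± 257 CPM in control and 2932 ± 288 CPM in “red-head” germlines (SD, n = 2). The oocyte yolk receptor gene rme-2 had 2091 ± 43.0 CPM in control, 2052 ± 48.4 CPM in “red-head” and 2084 ± 173 CPM in offspring germlines (SD, n = 2). The gene mes-3 had log2 fold changes of 0.12 and -0.08 against control in the same order. Across the tested genes, the log2 fold changes of the “red-head” and offspring comparisons had a Pearson correlation of 0.49, which is across genes, and genes are not independent replicates. Both comparisons share their control libraries, and 50 simulations of unchanged groups against the same controls gave a median of 0.48 and a range from 0.43 to 0.53. Without offspring replicate 1 the correlation was 0.11. The X chromosome of a “red-head” germline comes from sperm, and its 792 tested genes were examined as a set. Their median log2 fold change relative to autosomal genes was 0.12 in “red-head” germlines (adjusted p = 0.272, limma's camera test) and -0.23 in offspring germlines (adjusted p = 2.6e-06, adjusted over 27 set tests). Neither passed 0.05 under fry or with an estimated correlation between genes. Relative to the control mean, the X-linked median was 0.43 in one “red-head” library and -0.36 in the other, and without the first of these the “red-head” value became -0.38.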

Our findings are consistent with those of ref. ^32^ that showed that offspring that inherit both homologs of a marked autosome from the oocyte or the sperm are viable and fertile, indicating that *C. elegans* autosomes lack imprinting. Indeed, it appears likely that either oocyte-derived or sperm-derived chromosomes can support normal development^31,32^.

**Fig. 5:**
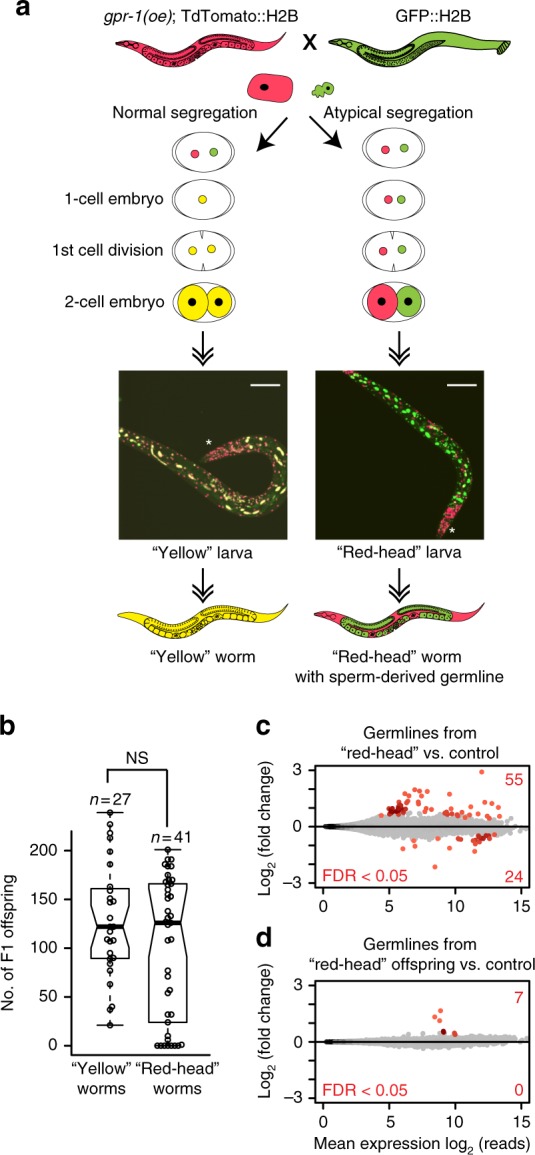
The sperm epigenome is sufficient for germline development in offspring. **a** Genetic strategy to test if sperm chromatin marking is sufficient for germ cell development in offspring, using a worm strain that produces some normal-segregation embryos in which each cell inherits both maternal and paternal chromosomes (schematically shown as yellow nuclei) and some atypical-segregation embryos in which the 2 cells of 2-cell embryos inherit either maternal or paternal chromosomes (schematically shown as red and green nuclei). Normal-segregation embryos develop into “yellow” worms. Atypical-segregation embryos develop into “red-head” worms (* marks the head). In “red-head” worms, the germline contains only sperm-derived chromosomes. Scale bars represent 100 μm. **b** Brood size analysis of “yellow” (normal segregation) vs. “red-head” (atypical segregation) F1 offspring, NS (not significant), *p* = 0.27 Mann–Whitney’s test. Data from 7 experiments are shown. Each box extends from the 25th to the 75th percentile, with the median indicated by the horizontal line; whiskers extend from the 2.5th to the 97.5th percentile. **c** Differential gene expression analysis (MA plot) of germlines from the “red-head” F1 hermaphrodites (germlines derived solely from sperm chromosomes) vs. GFP::H2B control hermaphrodites (genetically identical control germlines, but derived from both maternal and paternal chromosomes) (top) and their F2 offspring (bottom). Two biological replicates were obtained for each sample. Significantly misregulated genes (FDR < 0.05) were calculated with DESeq2 and are shown in red, and the total numbers of up- and downregulated genes are displayed in the right corners

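The histone genes that differed in germlines of the F2 offspring lie mostly in one cluster on chromosome II of WS220, from 13817690 to 13828628, which holds 13 histone genes. Of these, 9 were called higher than in control (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the median log2 fold change of the 13 was 4.46. The largest change was that of his-16 (ZK131.10, 13817690 to 13818074), which rose from 14.4 ± 11.4 CPM in control to 384 ± 11.7 CPM in offspring germlines (SD, n = 2), a log2 fold change of 4.67 (standard error 0.43, adjusted p = 0.023). The genes his-11, his-44, his-15 and his-43 of the same cluster had log2 fold changes of 4.56, 4.47, 4.46 and 4.42. In “red-head” germlines the cluster had a median log2 fold change of 3.12, with no gene past the threshold and adjusted p between 0.113 and 0.270. The control libraries themselves differed, with a summed level of 617 CPM in one and 184 CPM in the other, against 3921 and 3099 CPM in “red-head” and 7885 and 7892 CPM in offspring libraries. The summed level of the 59 other histone genes was 30190 and 28774 CPM in control, 24676 and 27913 CPM in “red-head” and 28969 and 30911 CPM in offspring libraries. The tenth gene, his-3 (T10C6.12), lies on chromosome V from 16040774 to 16041171. It had 37.0 ± 0.16 CPM in control, 49.0 ± 1.03 CPM in “red-head” and 127 ± 5.89 CPM in offspring germlines (SD, n = 2). It was the one gene that differed between “red-head” and offspring germlines, with a log2 fold change of -1.37 (standard error 0.11, adjusted p = 0.035 from the same test), and 825 genes had an unadjusted p under 0.05 in that comparison. Copies of histone genes are near identical, and the counting could have split or moved reads between them.

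**Figure D1:**
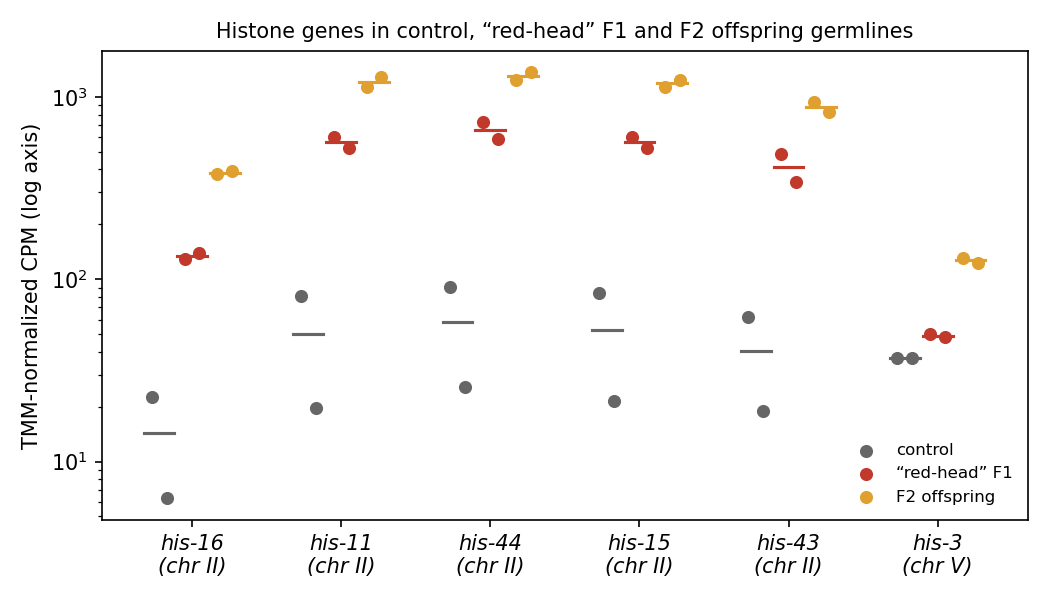
TMM-normalized CPM, on a log axis, of his-16, his-11, his-44, his-15, his-43 and his-3. Each point is one library, 2 per group, and each bar is the group mean. For his-16 the control libraries lie at 22.5 and 6.28 CPM, the “red-head” libraries at 129 and 139 CPM and the offspring libraries at 375 and 391.8 CPM.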

## Discussion

*C. elegans* sperm resemble zebrafish sperm in retaining nucleosomes genome-wide. In contrast, mammalian sperm replace 90–99% of their nucleosome packaging with protamine packaging. We note that protamine-like proteins have been identified in *C. elegans*^10,33^. It is possible that in *C. elegans* sperm some regions are packaged with a mixture of histones and protamines, as suggested by analysis of mammalian sperm^3^^,^^7^^,^^34^.

Multivalent marking of spermatogenesis-specific genes in *C. elegans* sperm reflects colocalization by ChIP of the assayed histone modifications, the active marks H3K4me3 and H3K36me3 and the repressive mark H3K27me3. There are at least three possible explanations for this colocalization by ChIP: (1) active and repressive marks coexist on the same H3 tails, (2) active and repressive marks exist on different H3 tails of the same nucleosomes, and (3) active and repressive marks exist on different nucleosomes in the population analyzed. Further studies are required to distinguish between these possibilities.

Intriguingly, multivalent marking of genes with methylated H3K4, H3K36, and H3K27 was also observed in zebrafish sperm^6^. This may be a sperm-specific chromatin signature. Mammalian sperm bear domains of methylated H3K4 and H3K27, similar to bivalent domains observed in embryonic stem cells^3–5,7,35^. In both zebrafish and mammalian sperm, multivalency is associated with genes that are silent during spermatogenesis but expressed during embryo development, suggesting that unique chromatin states in sperm poise certain genes for later expression in embryos. In contrast, multivalency in *C. elegans* sperm is associated with genes that are transcribed during spermatogenesis but are silent in mature sperm and in embryos. We speculate that multivalent marking in *C. elegans* sperm serves a different function than in zebrafish and mammalian sperm, namely to enable an epigenetic memory of spermatogenesis to be reset. Our previous studies suggest that an epigenetic memory of germline gene expression transmitted from sperm and oocytes is maintained by the histone H3K36 methyltransferase MES-4, which is recruited to and maintains high levels of methylated H3K36 on germline-expressed genes in embryos, to help instruct primordial germ cells how to develop^15^. The finding that abnormal retention of an epigenetic memory of spermatogenesis compromises germline health^36^ suggests that sperm epigenetic marking must be reset each generation. We speculate that this is achieved in early embryos by removal or loss of active marks (H3K4me3 and H3K36me3) from spermatogenesis-specific genes, to avoid propagating a memory of their expression, and by retaining repressive marks (H3K27me3) on those genes, to keep them repressed until spermatogenesis commences at a later stage. Multivalent marking of chromatin domains may serve diverse functions depending on biological context, developmental tissue and stage, and organism.

Our study demonstrates that *C. elegans* sperm transmit epigenetic information in the form of marked histones, and that this sperm-transmitted information influences development of the next generation. Although mammalian sperm retain a low level of histone packaging, several findings suggest that even mammalian sperm transmit histone-based epigenetic information. First, as noted above, modified histones are retained on developmentally important loci in human and mouse sperm, perhaps to influence expression of those loci in offspring^3^^,^^4^^,^^7^. Second, single-generation exposure of rats to toxicants resulted in altered patterns of histone retention in sperm in future generations, raising the possibility of transmission of environmental effects in mammals via histone packaging in sperm^37^. Comparisons across organisms continue to shed light on diverse mechanisms of transgenerational epigenetic inheritance and how the life experiences of fathers may impact the development and health of their descendants.

## Methods

### *C. elegans* strains and culture conditions

All strains were cultured on NGM (Nematode Growth Medium) agar plates at 20 °C, unless otherwise noted, using standard methods. CF512 and SS1167 were maintained at 15 °C, and HBR1280 and HBR1281 were maintained at 24 °C. The following strains were used: N2 (Bristol) as wild type, CB1489 *him-8(e1489) IV*, CF512 *rrf-3(b26) II; fem-1(hc17ts) IV*, DH245 *fem-2(b245ts) III*, SS818 *mes-3(bn35) I/hT2-GFP (I;III)*, SS1167 *mes-3(bn35) I/hT2-GFP (I;III); fem-2(b245ts) III*, HBR1280 *oxTi75[eft-3p::GFP::H2B::tbb-2 3*′*UTR* *+* *unc-18(* *+* *)]*, HBR1281 *oxTi411[eft-3p::TdTomato::H2B::unc-54 3*′*UTR* *+* *Cbr-unc-119(* *+* *)] III; ddIs32[yfp::gpr-1(synthetic, CAI 1.0, artificial introns)]*.

### Isolation of *C. elegans* males and purification of sperm

The following protocols were partially adapted from refs. ^33,38^. These protocols isolate highly enriched populations of spermatids, which have compacted nuclei that have completed meiotic division but have not developed motility structures to form motile spermatozoa. As these cells have undergone sperm-specific DNA compaction, we refer to these spermatids as mature sperm or “sperm” for short throughout the text. Mature sperm from *C. elegans* were collected and purified from *him-8(e1489)* males. A mutation in *him-8* causes X chromosome non-disjunction during meiosis and thus generates a high percentage (~ 30%) of males^39^. Large cultures of *him-8(e1489)* worms (5–10 million) were synchronously grown from starved L1s in fernbach flasks containing S medium and HB101 *Escherichia coli*, shaking at 270 r.p.m. at 20 °C for ~ 62 h (MaxQ 3000 Benchtop shaker, Barnstead Lab-Line). The mixture of gravid hermaphrodites and adult males (day 1 adults) was collected using a separatory funnel. An equal volume of worm suspension and 60% ice-cold sucrose was mixed in a 25 mL tube and centrifuged for 5 min at 1000 × *g*. Worms contained in the top-layer were collected on 20-micron Nytex mesh (CellMicroSieves, BioDesign, Inc.) and rinsed with S-basal, after which males were allowed to wiggle through the mesh for at least for 30 min; gravid hermaphrodites remained on top of the mesh. The males were transferred to a 15-micron mesh, rinsed with S-basal several times to remove any larvae and small debris, and collected from the top of the mesh. Filtering of males was repeated twice to yield 10–15 mL packed males of > 98% purity as determined under a dissecting microscope. Males were resuspended in 20 mL freshly prepared Squash Medium (50 mM HEPES, 1 mM MgSO_4_, 70 mM choline chloride, 5 mM CaCl_2_, 1 mM phenylmethylsulfonyl fluoride, 1 mg/mL bovine serum albumin, 190 mOsm, pH 6.5), centrifuged for 5 min at 1000 × *g* and settled on ice, and excess Squash Medium was removed. The packed males were pressed 2 mL at a time using a custom-made “Sperminator” apparatus: males were evenly placed on one Plexiglass “squash plate”, a second “squash plate” was placed on top, and the two plates were pressed gently together using the “Sperminator” at 1000 psi for 10 s to squeeze sperm out of male worms, while preserving intact worms to prevent contamination from ruptured worm tissues. The collected sperm were filtered through 20-, 15-, 10-, and two rounds of 5-micron Nytex mesh to eliminate contamination by non-sperm cells and spermatocytes. Purified sperm were collected in a 1.5 mL eppendorf tube by centrifugation (1700 × *g* for 5 min), rinsed with Squash Medium, and again filtered through a 5-micron mesh. Sperm quantity (20–100 million sperm) was quantified using a hemocytometer, and sperm purity (~ 99%) was estimated by microscopic analysis (DIC imaging and DNA staining). Pelleted sperm were flash frozen in liquid nitrogen and kept at −80 °C.

### Preparation of sperm chromatin for ChIP

 Frozen sperm (10~50 million) were thawed on ice, rinsed once in 1 mL chilled Micrococcal Nuclease (MNase) Buffer (50 mM HEPES pH 7.5, 110 mM NaCl, 40 mM KCl, 2 mM MgCl_2_, 1 mM CaCl_2_), and fixed in 1 mL freshly prepared Fix Solution (1% formaldehyde in MNase Buffer) for 52 s, while constantly pipetting up and down. After adding glycine (final 125 mM) to stop cross-linking, sperm were rinsed once with 1 mL chilled MNase Buffer. Fixed sperm were treated with Lysis Buffer (final 0.2% NP-40 and 0.5% sodium deoxycholate) for 5 min on ice and digested with MNase for 5 min at 37 °C at a density of 0.1 million sperm per μL (5 units of MNase per 1 million sperm). To each tube, EDTA (final 10 mM), protease inhibitor (Roche, #04693159001, final 1 × after a tablet was resuspended in water), and Triton X-100 (final 1%) were added, and each tube was nutated at 4 °C for at least 2 h to facilitate chromatin solubilization. The digested sperm chromatin was mixed with two volumes of 150 mM salt FA Buffer (50 mM of HEPES pH 7.5, 1 mM EDTA pH 7.4, 1% Triton X-100, 0.1% sodium deoxylcholate, 150 mM NaCl) and treated with a Covaris S2 model (duty cycle 20%, intensity 8, cycle per burst 200, 60 s per cycle, total 5 cycles) to liberate sperm chromatin from the insoluble material. The entire content was transferred to a 1.5 mL siliconized tube, and centrifuged at 16,000 × *g* for 15 min at 4 °C. The supernatant, which contains fragmented and soluble sperm chromatin, was transferred to a new siliconized tube, flash frozen in liquid nitrogen, and stored at − 80 °C. Agarose gel electrophoresis (1.2% stained with SYBR Green) and an Agilent 2100 Bioanalyzer System were used to confirm that the majority of soluble chromatin was in mononucleosomes.

### ChIP-seq from sperm

Soluble sperm chromatin from ~ 3.3 million sperm was thawed on ice, brought up to 110 μL with 150 mM salt FA Buffer supplemented with sarkosyl (final 1%). As “input” 10 μL was saved. To the remaining 100 μL soluble sperm chromatin, 1 μg antibody was added, and ChIP was performed using an IP-Star Compact Automated System (Diagenode) according to the manufacturers’ instructions with the following settings and reagents: “indirect method” with 100 μL reaction, 80 μL Dynabeads^TM^ (M-280, sheep anti-mouse IgG, Life Technologies); IP for 12 h, bead incubation for 2 h; 10 min washes at middle speed with 1 M salt FA Buffer, 500 mM salt FA Buffer, TEL Buffer (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8), and TE Buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA); elution in Elution Buffer (1% SDS and 250 mM NaCl in 1X TE). Both IP and “input” were brought up to 300 μL with Elution Buffer with 1.5 μL 20 mg/mL proteinase K and incubated for 2 h at 55 °C and then overnight at 65 °C to reverse crosslinks. The next day, the magnetic beads were removed from the ChIP samples using a magnetic stand and sperm DNA was extracted using phenol–chloroform extraction, using the Phase Lock Gel system (5 PRIME #2302810). Sperm DNA was precipitated overnight at − 80 °C in ethanol with glycogen as carrier, and the resulting DNA pellets were resuspended in 15 μL nuclease-free water. One third  of the DNA (5 μL)  was used for ChIP-quantitative PCR (qPCR) to check ChIP efficiency, and libraries were prepared from the remaining 10 μL ChIP and “input” DNA using MicroPlex Library Preparation kit v2 (Diagenode, #C05010012). A real-time qPCR machine (Roche LightCycler 480) was used to monitor library amplification to avoid overamplification. Size selection was performed after library amplification using AMPure XP beads (Beckman Coulter, A63881) to enrich for 100–300 bp inserts. The final libraries were evaluated using an Agilent 2100 Bioanalyzer System (High Sensitivity DNA Analysis kit) and Quant-iT assay (Invitrogen, high-sensitivity double-stranded DNA). The multiplexed libraries were sequenced on either HiSeq4000 or HiSeq2500 rapid platforms at the Vincent J. Coates Genomics Sequencing Laboratory at University of California, Berkeley.

### Isolation of *C. elegans* oocytes

The following protocols were partially adapted from refs. ^40–42^. *C. elegans* oocytes were collected and purified from hermaphrodites feminized by temperature-sensitive mutations in *fem-1* and *rrf-3* (previously known as *fer-15)* in strain CF512^43^. At the restrictive temperature, mutant hermaphrodites fail to make sperm and accumulate unfertilized oocytes in the uterus. Synchronized L1 larvae from CF512 were plated on 40–60 High Growth (HG) plates (2% peptone, 51 mM NaCl, 25 mM potassium phosphate, 5 μg/mL cholesterol, 1 mM CaCl_2_, 1 mM MgCl_2_, 2.5% agar) seeded with *E. coli* OP50 and grown for ~ 55 h at 15 °C until worms reached late L3 stage. Worms were then upshifted to 25 °C for 24–36 h to feminize them. Visual inspection under a dissecting microscope confirmed that day 1 feminized adults contained only unfertilized oocytes, and that no fertilized embryos or L1 larvae were present on the plates. Approximately 1 million feminized adults were washed from the HG plates with Egg Salts Buffer (25 mM HEPES pH 7.4, 118 mM NaCl, 48 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2_), and washed 3 × in a 50 mL conical tube to remove excess *E. coli* and other debris. After washing, worms were pelleted by centrifugation, excess buffer was removed, and densely packed worms were transferred to a 15 cm petri dish on ice. Worms were chopped with a clean razor blade for 5 min, until extruded gonads and liberated oocytes were visible under a dissecting microscope. Oocytes and carcass fragments were poured over a 45-micron mesh (NTX45, Dynamic Aqua-Supply LTD). Oocytes passed through the mesh, while carcass fragments remained above the mesh. The flow-through was filtered through a 20-micron mesh to collect oocytes above the mesh, while smaller debris went through the mesh. An aliquot of unfixed oocytes was saved for 4′,6-diamidino-2-phenylindole (DAPI) staining and RNA isolation to estimate the quality and purity, measured as the number of oocytes/total cells in multiple fields of view under a dissecting microscope. The purity of the first and second replicates was > 95% and > 90%, respectively. Oocytes were fixed in 2.2% formaldehyde in Egg Salts Buffer for 5 min, quenched in 125 mM glycine to stop cross-linking, and then washed twice in M9 Buffer (3 g KH_2_PO_4_, 6 g Na_2_HPO_4_, 5 g NaCl, H_2_O to 1 L). Fixed oocytes were pelleted, flash frozen in liquid nitrogen, and stored at − 80 °C.

### ChIP-seq from oocytes

Fixed oocytes (0.5–1 million) were thawed on ice and resuspended in chilled MNase Buffer. Oocytes were sonicated for 5 cycles with a tip sonicator (5 rounds of 5 s on and 25 s off). Following sonication, oocytes were pre-warmed to 25 °C for 5 min, followed by addition of 250 units MNase. A pilot digestion time-course experiment was performed to identify the optimal digestion time, which yielded the majority of chromatin as mononucleosomes, as measured by Agilent bioanalyzer analysis. As a result of the pilot experiment, oocyte chromatin was digested with MNase for 50 min. Digestion was halted by addition of EDTA (final 10 mM) and incubated on ice for 5 min. Protease inhibitor (Roche, #04693159001, final 1 × in water), Triton X-100 (final 1%), and sodium deoxycholate (final 0.1%) were added to the digested oocyte chromatin. The oocyte chromatin extract was split into separate aliquots, and ChIPed in parallel with different antibodies. Dynabeads were washed 3 × with cold FA Buffer. Each antibody (1 μg) was nutated with beads at 4 °C for ~ 2 h. After saving 40 μL oocyte extract as “input,” oocyte extract was added to the beads, supplemented with sarkosyl (1% final), and nutated overnight at 4 °C. The next day, the beads were washed twice in FA Buffer, once in 1 M salt FA Buffer, 500 mM salt FA Buffer, and TEL Buffer, and then twice in TE Buffer. Immunocomplexes were eluted from the beads by incubation with Elution Buffer at 65 °C for 15 min with gentle vortexing. RNA was digested with RNase A for 1 h at room temperature, followed by proteinase K treatment for 2 h at 55 °C. Crosslinks were reversed by incubation at 65 °C overnight, followed by phenol–chloroform extraction, and DNA precipitation in ethanol with linear acrylamide at − 80 °C for 4 h. ChIPed oocyte DNA was resuspended in 15 μL nuclease-free water. Oocyte libraries were prepared with the NEBNext Ultra DNA library Prep Kit (NEB) following the manufacturers’ instructions. AMPure beads were used for size selection after amplification to enrich for fragments corresponding to mononucleosomes. Libraries were sequenced on an Illumina HiSeq2500 platform at the Princeton High Throughput Sequencing Facility.

### ChIP-seq from early embryos

Data are from ref. ^19^.

### Antibodies used for ChIP

Mouse monoclonal antibodies for H3K36me3 (HK00001, now marketed as Wako MABI0333, #300–95289), H3K27me3 (HK00013, now marketed as Wako MABI0323, #309–95259), and H3K4me3 (Wako MABI0304, #305–34819) are described in ref. ^44^ and were validated as in ref. ^45^.

### Analysis of ChIP-seq data

Raw sequence reads from the Illumina HiSeq (50 bp single-end reads) were mapped to the *C. elegans* genome (Wormbase version WS220) using Bowtie with default settings^46^. MACS2 was used to call peaks and to create bedgraph files with the following settings: -g ce --bdg --keep-dup = auto --broad --broad-cutoff = 0.01 --nomodel --extsize = 250^47^. Bedgraph files were scaled to 10 million total autosomal reads (X chromosome reads were not included for scaling, due to the different X:A ratios between sperm, oocytes, and early embryos) and converted to bigwig using the bedGraphToBigWig UCSC Genome Browser tool^48^. These were displayed in the UCSC Genome Browser (visibility = full, autoScale = off, windowingFunction = Mean + whiskers, smoothingWindow = 2). To display gene-level ChIP signal in scatter plots (e.g., Fig. 2c), the mean read coverage for each protein-coding gene was calculated using the bigWigAverageOverBed UCSC Genome Browser tool^48^ using WS220 gene start and end annotations. For H3K4me3, a histone mark typically found in promoters, the read coverage was calculated from 500 bp upstream of the gene start annotation to 500 bp downstream. These gene read coverages were log_2_ transformed after a pseudo-count of 1 was added. To account for slightly varying background noise levels in the different ChIP-seq samples, the gene read coverages were z-scored based on the average and standard deviation of all autosomal gene read coverages. Specifically, the read coverages for all genes were centered by subtracting the average of the read coverages of autosomal genes and then divided by the standard deviation of the autosomal gene read coverages. One adaptation was made for H3K27me3: the 30th percentile of autosomal gene read coverage, instead of the average, was chosen as the baseline signal and was subtracted from all gene read coverages genome-wide. This is because H3K27me3 occupies ~ 2/3 of the *C. elegans* genome and the autosomal average gene read coverage did not seem like an appropriate baseline to center the H3K27me3 ChIP signal. The Principal Component Analysis in Supplementary Fig. 4d was performed on these z-scored autosomal gene read coverages. The prcomp function in R was used. Metagene analysis was performed using the R package “SeqPlots” with default settings^49^.

### MNase-seq

Sperm were fixed as described for sperm ChIP-seq, and 1–2 million sperm were digested with increasing amounts of MNase for 5 min at 37 °C. Early embryos were harvested from hermaphrodites that contained only a couple of embryos and fixed as described in ref. ^15^ . Early embryos (500–750 μL) were thawed on ice and resuspended in 2 mL of Dounce Buffer (0.35 M sucrose, 15 mM HEPES pH 7.5, 0.5 mM EGTA, 0.5 mM MgCl_2_, 10 mM KCl, 0.1 mM EDTA, 1 mM dithiothreitol, 0.5% Triton X-100) supplemented with protease inhibitors (Roche, #04693159001) and dounce-homogenized ~ 10 times until the majority of embryos were disrupted. The homogenized embryos were spun at 380 × *g* for 1 min at 4 °C and the supernatant containing nuclei was transferred to a new tube. This was repeated one more time. The nuclei contained in the supernatant were collected by centrifugation at 4000 × *g* for 10 min at 4 °C and resuspended in MNase Buffer. Approximately 5 million embryo nuclei were digested with increasing amounts of MNase at 37 °C for 30 min. Digested chromatin from sperm and early embryos was reverse-crosslinked overnight at 65 °C in Elution Buffer supplemented with 1.5 μL 20 mg/mL proteinase K. DNA was extracted using phenol–chloroform. The degree of MNase digestion was assessed using agarose gel electrophoresis and an Agilent 2100 Bioanalyzer. Illumina sequencing libraries were constructed with DNA extracted from the mononucleosome-enriched digestions that were comparable between sperm and early embryos, using NEBNext Ultra DNA Library Prep Kit (NEB, E7370). During library construction, size selection was performed on adaptor-ligated DNA before amplification to remove fragments larger than 250 bp (40 μL of AMPure beads were used for First Bead Addition based on the manufacturers’ instructions), and PCR-amplified DNA was purified using 1:1 AMPure XP beads, which removed fragments smaller than 100 bp. The final libraries were evaluated using an Agilent 2100 Bioanalyzer System and Quant-iT assay, and were sequenced at the Vincent J. Coates Genomics Sequencing Laboratory at University of California, Berkeley (50 bp paired-end read sequencing).

### Analysis of MNase-seq data

Paired-end MNase-seq reads were mapped to the *C. elegans* genome (Wormbase version WS220) using Bowtie with default settings^46^. After mapping, fragments smaller than 140 bp were filtered out using bamtools 2.5.1^50^. Bedtools^51^ was used to scale the remaining mapped fragments to 10 million autosomal reads and to generate bedgraph files. As for ChIP-seq, the bedGraphToBigWig tool was used to convert the bedgraph files to bigwig format. Bigwig files were displayed in the UCSC genome browser (visibility = full, autoScale = off, windowingFunction = Mean, smoothingWindow = 2). To assess whether there are nucleosome-occupancy differences in certain genomic regions between sperm and early embryos, the bigWigAverageOverBed UCSC Genome Browser tool^48^ was used to calculate the average MNase fragment coverage of 150 bp windows tiled every 50 bp and covering the whole genome for all sperm and embryo samples. Windows (150 bp) that had less than 1 fragment covering them in all four sperm and early embryo samples were excluded from further analysis, as these 150 bp windows cover genomic regions of very low mappability with the sequencing data available. About 2.2% of the genome was excluded this way. Density plots were made in R to show the distribution of 150 bp window fragment coverage for the autosomes and for the X chromosome for all four samples of sperm and early embryo MNase-seq. The analysis was repeated for 500 bp windows tiled every 250 bp, 1 kb windows tiled every 500 bp, 2 kb windows tiled every 1 kb, and 5 kb windows tiled every 2.5 kb.

### RNA sequencing

For male spermatogenic germlines, samples were from N2 males (Figs. 2,3), CB1489 *him-8(e1489)* males (Figs. 2,3,4), and SS818 *mes-3 (bn35)* homozygous M + Z − males from heterozygous parents (M for maternal product and Z for zygotic product) (Fig. 4). For sperm, samples were from CB1489 *him-8(e1489)* males and SS818 *mes-3(bn35)* M + Z − males (Fig. 4). For hermaphrodite oogenic germlines, samples were from N2 (Figs. 2,3), DH245 *fem-2(b245)* (Figs. 2,3), SS1167 *mes-3(bn35)* (M + P − Z − and M + P + Z − where P is for paternal H3K27me3 by MES-3); *fem-2(b245)* (Fig. 4), HBR1280 *oxTi75[eft-3p::GFP::H2B::tbb-2 3*′*UTR* *+* *unc-18(* *+* *)]* (Fig. 5, control), “red-head” F1 progeny (from HBR1281 crossed with HBR1280; genetically identical to HBR1280) (Fig. 5), and F2 offspring from “red-head” F1s (genetically identical to HBR1280) (Fig. 5). Both spermatogenic and oogenic germlines were dissected from day 1 adults as described in ref. ^24^; 20–100 distal gonad arms were cut at the late-pachytene gonad bend. Mature sperm were released from adult males by cutting the males with a 30-gauge needle and collected with a pulled glass Pasteur pipette coated with Sigmacote (SL2 Sigma). Total RNA was extracted in TRIzol reagent (Invitrogen), ribosomal RNA was depleted using an NEBNext rRNA Depletion kit (E6310), and libraries were prepared using an NEBNext Ultra RNA Library Prep Kit for Illumina (E7530). Libraries were sequenced at the Vincent J. Coates Genomics Sequencing Laboratory at University of California, Berkeley (50 bp single-end read sequencing). For each genotype, 2–4 biological replicates were obtained. Sequence reads were processed as described in ref. ^52^. Briefly, TopHat2^53^ was used to align the RNA-seq reads to the *C. elegans* transcriptome (WS220) with default parameters. HTSeq^54^ was used to obtain read counts per transcript (HTseq counts). Differentially expressed genes were determined with DESeq2^55^ in R using HTSeq counts and a FDR < 0.05 as the significance cutoff. 

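With DESeq2 in place of edgeR, on the same counts of all 6 libraries, 60 genes were higher and 29 lower in “red-head” germlines than in control at an adjusted p of 0.05, and 16 were higher and 1 lower in offspring germlines. In simulated counts DESeq2 made 124 false calls among 39585 unchanged genes and edgeR made 62, while DESeq2 recovered 51.0% of genes changed 2-fold, 78.8% of those changed 4-fold and 84.2% of those changed 8-fold, more than edgeR at each fold. The true calls at these folds were 171, 264 and 278 for DESeq2, and 147, 248 and 273 for edgeR. For both tests, false calls thus made up a larger share of all calls than the 0.05 the threshold aims at. The authors' deposited table of DESeq2 comparisons lists 55 genes as higher and 30 as lower in “red-head” germlines, and 7 as higher and 1 as lower in offspring germlines. Of the 85 “red-head” genes in the authors' deposited table, 66 were also called by DESeq2 with 6 libraries and 0 by edgeR's quasi-likelihood test, and all 85 had the same direction of change in the edgeR fit. In the authors' deposited table 58 of these genes changed by less than 2-fold. With DESeq2 without a prior on the 4 libraries compared, 31 of them did, and 31 in the edgeR fit. Across genes, the fold changes of the authors' deposited table had a correlation of 0.9996 with those of DESeq2 with a prior on these 4 libraries, a setting that shrinks fold changes towards 0 and was chosen after seeing the data. Of its 8 offspring genes, 6 were called by DESeq2 with 6 libraries and 4 by edgeR. DESeq2 called 11 genes in both generations, each with the same direction in both. The comparisons share their controls, and 50 simulations of unchanged groups against shared controls, over the 8117 genes tested with edgeR, gave a median of 1 and a range from 0 to 6 genes called in both, with the same direction for 88 of the 89 summed over the simulations. Of the 11 genes that DESeq2 called in both generations, 9 were histone genes of the chromosome II cluster. The others were egl-30, which was higher in both (log2 fold change 0.91 and 0.90), and ztf-28, which was lower in both (-2.03 and -3.12). These 2 genes were chosen after their values were seen, and neither passed the threshold in edgeR.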

RPKMs were calculated by dividing HTseq counts by exonic transcript length obtained from Wormbase and scaling the total read counts per sample to 1 million reads. If a gene had multiple transcript isoforms, the longest was chosen. For Fig. 3d and Supplementary Fig. 3a,c, RPKMs were log transformed after adding a pseudo-count of 1. Genes with RPKM > 15 were called ‘expressed’ based on the expression of defined spermatogenic and oogenic gene sets (see below) in spermatogenic and oogenic germlines.

### Single-molecule fluorescence in situ hybridization

smFISH analysis was performed on day 1 adult male and hermaphrodite gonads dissected from *him-8(e1489)* worms as in ref. ^56^. Biosearch Technologies designed, synthesized, and labeled the Stellaris probes. The *pie-1*, *par-6*, and *nos-2* probes were coupled to Quasar 670, the *mex-3* probe was coupled to Cal Fluor Red 590, and the *cpg-2* probe was coupled to Cal Fluor Red 610. Each probe was resuspended in 250 μL of TE Buffer pH 8.0 and then further diluted to 1:30 for hybridization. The microscope and its settings are as in ref. ^52^. Fig. 3 and Supplementary Fig. 6 contain montages generated by splicing together contiguous images acquired with identical settings. Male and hermaphrodite pairs used identical confocal settings, with the exposure optimized for visualizing the male gonads. All images were processed identically with ImageJ and Adobe Illustrator. For both oogenic and male germlines, 10–60 gonads were visually examined under the microscope and at least 3 germlines were imaged in 1–3 separate experiment(s).

### Measurement of fertility/sterility

For Fig. 4, feminized heterozygous *mes-3(bn35)/hT2-GFP*; *fem-2ts* worms were obtained by shifting their mothers from 15 °C to 24 °C at the L4 larval stage and selecting GFP + offspring. Feminized worms were mated with either homozygous *mes-3(bn35) M* *+* *Z* *−; fem-2ts* males or heterozygous *mes-3(bn35)/hT2-GFP; fem-2ts* males raised at 15 °C, and the fertility/sterility of their offspring grown at 15 °C was visually scored under the microscope. We found that having *fem-2ts* and *mes-3* heterozygous in the mother’s genotype is essential for paternal-effect sterility, and thus represents a sensitized genetic background. Unpaired unequal-variance one-tailed Student’s *t-*tests were performed to calculate the significance of % sterile worms between the genetically identical M + P − vs. M + P + offspring.

### Measurement of brood size

For Fig. 5, strain maintenance and experiments with HBR1280 and HBR1281 were performed at 24 °C, because the transgenes in these strains are prone to gene silencing. Cross-progeny from the matings shown in the figure were scored using a fluorescence microscope to identify those that arose from normal vs. atypical segregation. The numbers of their offspring that grew to adults were scored. We censored 1–3 worms per experiment that died prematurely during the reproductive period (days 1–4 of adulthood) due to the vulva bursting, internal hatching of F1 offspring (bag of worms), or contamination of plates.

### Gene sets

All gene sets are in Supplementary Data 1.

- Spermatogenesis genes (i.e., spermatogenesis-specific genes): RPKM in spermatogenic germlines (from either wild-type or *him-8* males) > 15, RPKM in wild-type oogenic germlines < 1, and DESeq2 FDR < 0.05 for significance of higher expression in spermatogenic compared to oogenic germlines. Spermatogenic germlines from wild-type males compared to oogenic germlines identified 1369 genes, and *him-8* males compared with oogenic germlines identified 1330 genes. The 1298 spermatogenesis-specific genes that overlapped between the two comparisons were used in our analyses. The 1298 spermatogenesis genes we defined included 690 of the 827 genes defined in Reinke et al.^21^. The 2498 spermatogenesis genes defined by Ortiz et al.^26^ included 1206 of our 1298 genes.

- Oogenesis genes (i.e., oogenesis-enriched genes) are as defined in Reinke et al.^21^ (Fig. 3) and Ortiz et al.^26^ (Supplementary Fig. 3).

- Sex-independent genes: RPKM in spermatogenic germlines (from either wild-type or *him-8* males) > 5, RPKM in oogenic germlines > 5, FDR > 0.05, and log_2_ (fold change) < 2 (genes with no significant differential expression between spermatogenic and oogenic germlines). Spermatogenic germlines from wild-type males compared with oogenic germlines identified 2549 genes, and spermatogenic germlines from *him-8* males compared with oogenic germlines identified 2472 genes. The 2097 overlapping genes from these two comparisons were used in our analyses.

- Soma-specific genes (1171 genes) are genes expressed in at least 1 of 3 somatic tissues (muscle, gut, or neuron) with at least 8 SAGE tags^57^ but not enriched^21^ or detectably expressed^58^ in the adult germline.

- Silent genes are 410 serpentine receptor genes that are expressed in a few mature neurons and are not expected to be expressed in germlines, originally defined in^23^.

### Statistics

Statistical analysis and sample sizes for all experiments are described in figure legends. Student’s *t*-test was performed using Excel. Mann–Whitney *U*-test and hypergeometric test were performed using R. At least 2 biological replicates of sequencing data (ChIP/MNase/RNA-seq) were obtained; sample sizes were based on experience and the standards in the field. We omitted sequencing data generated and analyzed during the optimization phase of the project. The final samples included were those generated after optimization. DESeq2 was used to test for differential expression by use of negative binomial generalized linear models. Adjusted *p*-values were calculated by DESeq2 using the Benjamini–Hochberg method.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

Raw sequence reads and processed data generated or reanalyzed in this study (MNase-seq, ChIP-seq, and RNA-seq) are in the NCBI GEO database, accession number GSE115709. All gene sets (see above) are in Supplementary Data 1. Other data used in this study are available at the NCBI GEO database, accession numbers GSE715-GSE737 (ref. ^21^), GSE57109 (ref. ^26^), ArrayExpress: E-TABM-598 (ref. ^23^), http://elegans.bcgsc.ca/home/sage.html (ref. ^57^), and http://tock.bcgsc.ca/cgi-bin/sage160 (ref. ^58^).

# Supplementary material for: Caenorhabditis elegans sperm carry a histone-based epigenetic memory of both spermatogenesis and oogenesis
**Source:** Nat Commun. 2018 Oct 17;9:4310. doi: 10.1038/s41467-018-06236-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### File Name: Supplementary Data 1

**Description:** Gene sets used in this study. Sex-independent (2,097 genes defined in Methods), Spermatogenesis-specific (1,298 genes defined in Methods), Spermatogenesis-enriched (827 genes, Reinke et al. Development, 2004), Sperm-enriched (2,498 genes, Ortiz et al. G3, 2014), Oogenesis-enriched (2,177 genes, Reinke et al. Development, 2004), Oogenesis-enriched (1,671 genes, Ortiz et al. G3, 2014), CSR-1-bound (4,125 genes targeted by small RNAs bound to the Argonaute protein CSR-1, Claycomb et al. Cell, 2009), Germline-specific (168 genes, Rechtsteiner et al. PLoS Genetics, 2010), Strict-maternal (824 genes detected at the earliest time point in early embryos, Baugh et al. Development, 2003), Soma-specific (1,171 genes defined in Methods), Strict-embryo (775 genes that increase in expression at some point during embryogenesis, Baugh et al. Development, 2003), Silent (410 serpentine receptor genes that are expressed in a few mature neurons and are not expected to be expressed in germlines, Kolasinska-Zwierz et al. Nature Genetics, 2009). Genes included in each set are indicated with a “1”.

How the deposited data were processed for this re-analysis (not part of the article)

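RNA-seq of dissected hermaphrodite germlines was analysed for 3 groups of 2 libraries: GFP::H2B control germlines, “red-head” F1 germlines, and germlines of the F2 offspring of “red-head” worms. The groups and replicate numbers were taken from the sample labels, checked against the paper's legend and methods. The brood size, ChIP-seq and mes-3 experiments of the paper were not analysed here.

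The authors aligned the reads to the WS220 transcriptome with TopHat2 and deposited HTSeq's whole-number counts per gene, not normalized. Rows of the count tables that name no gene were left out of the library sizes and tests: 10.7% to 15.2% of the reads in each table were assigned to no gene, and 1.59% to 2.15% were ambiguous. The authors' deposited table of DESeq2 comparisons gives a mean normalized level, a log2 fold change and an adjusted p-value per gene for 2 comparisons, and its values are cited as the authors'.

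Of the 45461 gene names, 44933 matched a gene of the Ensembl release 115 annotation (WBcel235), which gave biotype, chromosome and exonic length. Its coordinates were not used, because the counts were made on WS220. WS220 coordinates come from Supplementary Data 1, of which 1997 of 20260 genes were used here, and no set test was run on that table. A chromosome and a length were known for 98.5% of the tested genes.

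The counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were filtered with filterByExpr, scaled by TMM and fitted with glmQLFit on all 6 libraries, and the 3 pairwise contrasts were tested with glmQLFTest at a Benjamini-Hochberg adjusted p of 0.05. Standard errors were derived from the log2 fold change and its F statistic. CPM are TMM-normalized. Sets of genes were tested on log2 CPM with camera in limma 3.58.1 (preset correlation 0.01), for X-linked genes against autosomal genes and for 8 lists of marker genes with at least 5 tested genes: germline, oogenesis, spermatogenesis, intestine, muscle, hypodermis, neuron and gonadal sheath. The genes named were, for each contrast, up to 5 per direction with the largest log2 fold change among calls whose library values did not overlap between the groups, and the genes the paper names. The contrasts, lists, alternatives and this rule were set before the data were examined.

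The tests were tried on simulated counts: 5 data sets with the means, dispersions and library sizes of these libraries and 200 genes changed by a known fold. The alternatives were DESeq2 1.42.0 with and without a prior on fold changes, fits of the 4 libraries compared, RLE scaling, library size only, no filter, at least 10 counts in every library, a block for the replicate number, an adjusted p of 0.1, fry and camera with an estimated correlation, differences between libraries whose names share a tag, and each library left out in turn. A robust prior in edgeR, and DESeq2 with a prior on the 4 libraries compared, were added after seeing the data. With 2 libraries per group a gene must change by several-fold to be found reliably, and the smallest library held 2721055 counts on genes.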

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

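The tests of explanations in this part, except the thinning of libraries, were chosen after the result was seen, and so were their limits. The edgeR contrasts, the marker lists and the alternatives, among them each library left out in turn, were set before the data were examined. Differences between libraries whose names share a tag were among those alternatives, but their use against an explanation here was chosen afterwards.

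The gene his-3 differed between “red-head” and offspring germlines, with a log2 fold change of -1.37 in the direct contrast of the generations. It had 36.8 and 37.1 CPM in the control libraries, 49.8 and 48.3 CPM in the “red-head” libraries and 131 and 123 CPM in the offspring libraries. The log2 fold change of “red-head” germlines against control was 0.41 (unadjusted p = 0.00866, adjusted p = 0.440, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change ranged from -1.42 to -1.33. The call was less stable than the fold change: his-3 did not pass the threshold without control replicate 1 or without control replicate 2. Reads from the chromosome II cluster counted on his-3 are a candidate source. In that case his-3 would lie as far between control and offspring in “red-head” libraries as the cluster genes do. The cluster gene with the lowest share of that way would give 60.6 CPM, above the 49.0 CPM observed by more than the SD of 1.03 between the libraries. This argues against that source as the whole cause. Reads shared with other histone copies were not tested, and the difference of generation stays open and untested.

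The 13 histone genes of the chromosome II cluster had a median log2 fold change of 4.46 in offspring germlines, in genes the paper does not discuss. The median ranged from 3.73 to 5.67 over the alternatives without a prior on fold changes that kept all 13 genes. Reads moved from other histone genes may be proposed. In offspring germlines the summed level of the 59 other histone genes rose by 458 CPM (spread between replicates 1202 CPM) while the cluster gained 7488 CPM, which argues against moved reads there. In “red-head” germlines the other histone genes fell by 3188 CPM (spread 1767 CPM) while the cluster gained 3109 CPM, which is what moved reads would give. The fall was uneven, with changes of -4806 CPM in “red-head” replicate 1 and -1569 CPM in replicate 2, and short transcripts were lower in these libraries too. Moved reads therefore stay open for the “red-head” libraries. Between libraries whose names share a tag, offspring replicate 1 exceeded control replicate 1 by a median log2 difference of 3.74, above the spread of 1.06 between replicates. After every library was thinned to 2721055 counts, the median was 4.46 and 12 of the 13 genes were called. Other protein-coding genes of 312 to 411 nucleotides had a median log2 fold change of -0.20, which argues against transcript length. The comparison within the tag rests on one library per group, and what a tag marks is not known. A difference between the worm populations at the cluster, and reads of near-identical copies left out of the counts, were not tested. A rise of histone transcripts in the offspring germlines stays open as a hypothesis, found and tested on the same data.

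The intestine list had a median log2 fold change of 3.38 in “red-head” germlines, and 8 of its genes are among the 55 higher genes of the authors' deposited table. All 11 tested genes were higher in both “red-head” libraries than in both controls, where 18.4% of all tested genes were. Intestine tissue carried over at dissection is a candidate source, but transcription of these genes in the germline itself would give the same number, so the 2 cannot be told apart by it. Of the 11, 6 also exceeded 10 CPM in control. The most abundant were vit-6 (1049 and 2018 CPM in “red-head”, 127 and 82.8 CPM in control) and vit-2 (1016 and 1546 CPM, against 118.7 and 110 CPM). The vitellogenin genes are similar in sequence and may share reads. A lower share of germline in the sample would raise the other tissues alike, but the muscle list had a median of 0.59, apart from the intestine list by more than the spread of 0.15 between replicates. The hypodermis list had a median of 1.34. In “red-head” replicates 1 and 2, medians relative to the control mean were 0.40 and 1.945 for hypodermis and 0.08 and 1.05 for muscle. A lower share of germline is therefore not excluded as part of the rise in “red-head” replicate 2. Between “red-head” replicate 2 and offspring replicate 2, whose names share a tag, the median log2 difference was 4.95, which argues against a batch that this tag marks. “Red-head” replicate 1 has a tag of its own. The F2 offspring libraries split, with 11 genes above both controls in replicate 1 and 9 below both controls in replicate 2. The muscle and hypodermis lists split the same way, with medians relative to the control mean of 1.30 and -1.01, and of 1.46 and -0.41. The neuron list, with -0.18 and -0.19, did not. Tissue carried over in varying amounts would give a split of several tissues together. Both carry-over and transcription in the germline stay open.

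In the authors' deposited table, 6 of the 30 genes lower in “red-head” germlines are annotated as other than protein-coding, and the paper's text names none of them. The 89 tested noncoding RNAs of at most 200 nucleotides had a median log2 fold change of -0.88 in “red-head” germlines. A dependence on transcript length that varies between libraries is a candidate cause: the same RNAs differed by -2.31 between offspring replicate 2 and offspring replicate 1, which share a condition, and that exceeds the difference between groups. The medians relative to the control mean were -0.37 and -1.76 in the “red-head” libraries and 0.18 and -2.29 in the offspring libraries, in replicate order. The names of “red-head” replicate 2 and offspring replicate 2, the lowest libraries, share a tag. Within this tag the “red-head” median was not the lower one, in a comparison of one library per group. A change with the condition cannot be excluded on top of a dependence on transcript length.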

How the results depend on the processing

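Nothing in the labels or the paper pairs the replicate numbers, and the deviations of same-numbered libraries had correlations of -0.09 for control and “red-head”, 0.39 for control and offspring and 0.03 for “red-head” and offspring germlines. Control replicate 1 and offspring replicate 1, whose names share a tag, were the closest of all pairs of libraries, with a correlation of 0.985 and a median absolute log2 difference of 0.12. With a replicate block, 7 genes were higher and 0 lower in “red-head” germlines and 13 higher and 0 lower in offspring germlines than in control, 6 were higher and 1 lower in “red-head” than in offspring germlines, the correlation of shared changes was 0.52, and gpr-1 went to -0.00088 in offspring germlines.

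For “red-head” against control, where 0 genes were called, 60 higher and 29 lower were called by DESeq2, 48 and 26 by DESeq2 with a prior, 7 and 1 by edgeR on the 4 libraries compared, 74 and 34 by DESeq2 on those 4, and 179 and 176 by edgeR without a filter. Across the 2 fits that each left out one offspring replicate, 20 to 21 were higher and 5 to 7 lower. RLE scaling, library size only, at least 10 counts in every library and an adjusted p of 0.1 gave 0 and 0. Of the alternatives chosen after seeing the data, edgeR with a robust prior gave 1 and 0, and DESeq2 with a prior on 4 libraries gave 55 and 31.

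For offspring against control, where 10 higher and 0 lower were called, DESeq2 gave 16 and 1, library size only gave 4 and 0, no filter gave 44 and 24, DESeq2 with a prior gave 13 and 1 and DESeq2 on 4 libraries gave 15 and 1. Of those chosen after seeing the data, a robust prior gave 2 and 0, and DESeq2 with a prior on 4 libraries gave 7 and 1. For “red-head” against offspring, where 0 higher and 1 lower were called, the numbers were 54 and 74 with DESeq2, 59 and 72 with DESeq2 and a prior, 46 and 78 with DESeq2 on 4 libraries, 2 and 3 with edgeR on 4 libraries, 158 and 225 without a filter, 5 and 2 at an adjusted p of 0.1, 5 and 1 with RLE scaling, 5 and 1 with at least 10 counts in every library, and 2 and 1 with library size only. Those chosen after seeing the data gave 4 and 2 (robust prior) and 42 and 78 (DESeq2 with a prior, 4 libraries). Across the 2 fits that each left out one control replicate, 1 to 2 were higher and 2 lower. The cause was not tested. Without a filter 23478 genes were tested and edgeR's prior degrees of freedom were infinite, compared with 4.33 for the 8117 genes, so the spread of each gene was taken from the trend over all genes and not from its own libraries. The gene his-16 kept its log2 fold change against control in “red-head” germlines (3.15 and 3.16 without a filter), while its unadjusted p went from 9.94e-05 to 3.43e-94.

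Without a filter the share of genes changed less than 2-fold was 58.2%, 62.9% and 61.0% in the 3 contrasts and the median absolute log2 fold change 0.61, 0.46 and 0.53. With at least 10 counts in every library the share was 98.4% for “red-head” against control and 98.3% for “red-head” against offspring. Both follow from the number of low-count genes kept. Across the 6 fits that each left out one library, the share ranged from 83.3% to 91.3% for “red-head” against control, from 87.3% to 94.3% for offspring against control and from 85.3% to 91.0% for “red-head” against offspring, and the median from 0.18 to 0.27, from 0.14 to 0.20 and from 0.22 to 0.29.

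The correlation of shared changes was 0.43 with at least 10 counts in every library, and ranged from 0.11 (without offspring replicate 1) to 0.69 (without control replicate 1) across the 6 fits that each left out one library. The simulated level was computed for all 6 libraries only.

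The X-linked median against autosomes of -0.23 in offspring germlines had an adjusted p of 0.973 under fry and 0.873 with an estimated correlation, and the 0.38 of “red-head” against offspring had the same adjusted p values of 0.973 and 0.873. Across the 6 fits that each left out one library it ranged from -0.38 (without “red-head” replicate 1) to 0.41 for “red-head” against control, from -0.44 (without offspring replicate 1) to -0.075 for offspring against control, and from -0.16 (without “red-head” replicate 1) to 0.67 for “red-head” against offspring. Of the marker lists, 2, 2 and 3 passed an adjusted p of 0.05 in the 3 contrasts, and 0 did under fry or an estimated correlation. With at least 10 counts in every library 1 passed in “red-head” and 1 in offspring against control.

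With library size only, the neuron list went to -0.027 in offspring germlines, and against offspring the oogenesis list and rme-2 went to 0.084 in “red-head” germlines, pie-1 to 0.030, nos-2 to 0.079, him-8 to 0.0055, fem-1 to 0.038 and rrf-3 to 0.0084. In offspring germlines egg-4 went to -0.061, gpr-1 to -0.077, tbb-2 to -0.062, mes-4 to -0.0033 and rrf-3 to -0.011. With at least 10 counts in every library, gpr-1 went to -0.0083 in offspring germlines and the gonadal sheath list to -0.0077 in “red-head” against offspring. The change of par-6 in “red-head” germlines went to 0.012 with RLE scaling, 0.030 with library size only, 0.0073 without a filter, 0.0030 with at least 10 counts in every library and 0.0088 with DESeq2. Across the 6 fits that each left out one library, gpr-1 ranged from -0.16 (without offspring replicate 2) to 0.17 (without offspring replicate 1) in offspring germlines. The largest of these in the first place was -0.10, for him-8. The other changes among named genes were 29 calls gained, 11 calls lost and 73 values moved by more than the spread between replicates, of 1011 values.

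Depth limits the test of low genes: after thinning of every library to the 2721055 counts on genes of the smallest, 7024 genes were tested in place of 8117, with 0 calls in “red-head” and 14 higher and 0 lower in offspring germlines. The number of genes detected did not follow depth alone. It was 11976 in the smallest library and 18634 in the largest, but offspring replicate 2, with 3673141 counts, had 11808, and control replicate 2, with 4980329 counts, had 16264. The names of the 2 libraries with the fewest genes detected share a tag.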

Differences from the paper's values

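The paper's figure gives about 55 higher genes in “red-head” germlines in Fig. 5c, read by eye, where edgeR called 0. Of the alternatives set before the data were examined, DESeq2 with 6 libraries (60 genes), DESeq2 with a prior and 6 libraries (48) and DESeq2 on the 4 libraries compared (74) came within 1.5 times the paper's number, and the others did not. The figure gives about 24 lower genes in Fig. 5c, read by eye, where edgeR called 0. The same alternatives came within 1.5 times, with 29, 26 and 34 genes. DESeq2 with a prior on the 4 libraries compared, an alternative chosen after seeing the values, gave 55 and 31, and it called all 85 genes of the authors' deposited table among its 86 calls.

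For the offspring, the same alternative chosen after seeing the values gave 7 higher and 1 lower genes and called all 8 genes of the authors' deposited table. The paper's text gives an upper limit of 80 changed genes. DESeq2 with 6 libraries called 89 genes in “red-head” germlines and DESeq2 on the 4 libraries compared called 108. The authors' deposited table lists 85.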

Other observations

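Every test in this part, apart from those of the marker lists, was chosen after the result was seen.

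The authors' deposited table lists 30 genes as lower in “red-head” germlines and 1 as lower in offspring germlines, more than Fig. 5c shows. A possible explanation is that the figure counts protein-coding genes: of the 30, 24 are annotated as protein-coding, and of the genes lower in offspring germlines 0 are. Of the 55 higher in “red-head” germlines, 54 are protein-coding and 1 has no biotype in the annotation used here, so that number is met only if this gene is counted as protein-coding. All 7 genes higher in offspring germlines are protein-coding.

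The 76 tested protein-coding genes whose names begin with rpl- or rps- (ribosomal protein genes) had a median log2 fold change of -0.41 in “red-head” germlines, and 74 were lower than in control, although 0 passed the threshold in edgeR. The authors' deposited table lists 11 of them as lower. It also lists rplp-1, rplp-2.1 and rplp-2.2 as lower, which this list by name leaves out. With RLE scaling the median was -0.40 and with library size only -0.39. Short transcripts were lower in these libraries, so transcript length is a candidate explanation. Random lists of other protein-coding genes, matched on length and expression, had a median of -0.22 (10000 lists, range -0.42 to -0.05), which could account for part of the change. A list as low as the ribosomal protein genes came up in 0.01% of draws, which argues against length as the whole cause in these libraries. The limit for this reading, a share under 0.05, was set after the values were seen, in place of an earlier one that the median lie below every list. That earlier limit was not met, since the lowest list reached -0.415 and the ribosomal median was -0.414, and under it the test would have stayed undecided. The matched genes were drawn from 154 genes with a median length of 476 nucleotides, compared with 507 for the ribosomal protein genes, and they include the 4 tested rplp- genes, which were lower in “red-head” germlines too. Lists drawn from so few genes overlap, the draws vary the genes and not the libraries, and genes are not independent replicates. The share of draws is therefore no measure of the spread between libraries. In offspring germlines the median of the ribosomal protein genes was 0.16. Between “red-head” replicate 2 and offspring replicate 2, whose names share a tag, the median log2 difference was -0.51, larger than the spread of 0.062 between replicates, which argues against a batch that this tag marks. Added to the difference between offspring replicate 1 and control replicate 1, which share another tag, it gave a median of -0.37 for “red-head” against control. These values rest on one library per group, and “red-head” replicate 1 has a tag of its own. A biological change of these genes was not tested.

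The marker lists had the following median log2 fold changes in “red-head” and offspring germlines against control, and in “red-head” against offspring germlines. The germline list had -0.08, 0.12 and -0.22, the spermatogenesis list -3.76, -0.78 and -2.64, the muscle list 0.59, 0.44 and 0.18, the hypodermis list 1.34, 0.79 and 0.69, the neuron list 0.51, 0.05 and 0.26, the gonadal sheath list 0.09, 0.09 and 0.05, the oogenesis list 0.05, -0.005 and -0.02, and the intestine list 3.38, 1.14 and 2.18. Of the 21 tested spermatogenesis genes, 2 exceeded 10 CPM in control, and 15 had at most 3 counts in both “red-head” libraries. With these 15 at the bound that 3 counts allow, the median of the list was -1.71 in “red-head” against control and -0.48 against offspring germlines. That list differed between the red-head libraries too, with medians of -2.68 and -1.41 against the control mean. No list passed an adjusted p of 0.05 under fry or an estimated correlation.

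In “red-head” replicate 1, 6 genes over 15 CPM in every other library stood more than 6 times below the lowest of them: his-69, his-31, his-33, his-30, his-29 and rpl-41.2. The gene his-69 had 0.83 CPM there and 74.7 CPM in “red-head” replicate 2. In control replicate 2, the same limits picked his-26, his-10 and his-14 of the chromosome II cluster. These genes have near-identical copies, and the limits were set after the values were seen. No explanation was tested.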
